A study of Magallana gigas with 45 samples. Its data were reported in "Transcriptomic Profiling of Gametogenesis in Triploid Pacific Oysters Crassostrea gigas: Towards an Understanding of Partial Sterility Associated with Triploidy" (2014).

How the data were processed

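Gene expression was measured in the Pacific oyster, a bivalve mollusc that can change sex between seasons. Total RNA of each sample was labelled with the dye Cy3 and hybridised alone to 1 array of a custom oligonucleotide design made from expressed sequence tags (ESTs, partial transcript sequences). The array carried 33335 features, of which 1417 were controls and 31918 were probes of 60 bases. The 31918 probes held 31884 distinct sequences. The 45 samples were 32 gonads of individual oysters, 6 pools of stage 3 female gonads and 7 samples of stripped oocytes, which are eggs pressed out of a ripe gonad.

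Per the file headers, the authors extracted the spot intensity with Agilent Feature Extraction, version 10.5.1.1 for 38 arrays and 10.7.3.1 for the other 7, which were the oocyte arrays. The processed intensity deposited for each spot had the background and the spatial trend within the array subtracted, and a substitute value where a spot was not above background. It was not normalized between arrays. A further multiplicative detrending was applied to 3 arrays, all of them oocyte samples (replicates 2, 5 and 7). The authors also deposited a table of processed values, which are a score without unit: recomputed from the scanner output, each column was the log of a background-subtracted intensity, standardized to mean 0 and SD 1 within the array. The recomputed and deposited scores differed by over 0.01 at some probe on 1 array (stage 3 male replicate 3, 1 probe).

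From these values log2 of the processed intensity was computed, and the array's 75th percentile over the non-control probes was subtracted. Control spots were left out, and spots marked as outliers within an array were set to missing. A probe was kept if it was well above background on every array of at least 1 group in the comparison. Groups came from the sample labels. The 32 gonads formed 7 groups: stage 0 of undetermined sex (St0, n = 8) and females and males at stages 1, 2 and 3 (St1F, St1M, St2F, St2M, St3F and St3M, n = 4 each). The site of a pool was taken from the sample's title, because the title and the location given for the pools contradict each other. The letters LQ and HQ of the oocyte samples are used as given, without a meaning.

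Linear models with empirical Bayes moderation (limma 3.58.1 in R 4.3.3, lmFit and eBayes) were fitted to the log2 values, with 1 mean per group. The comparisons of individual gonads used 1 fit of all 32, so that the 7 groups shared an estimate of the spread. The other comparisons used only the samples compared. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, two-sided, and for the moderated F-test over the 7 groups at a Bonferroni adjusted p under 0.01. Every adjusted p of a probe is from limma. The methods' t-test and the methods' one-way analysis of variance were run as alternatives. Extraction and tables used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and statmod 1.5.0 estimated correlations within slides.

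A sex score was computed per array as the mean log2 value of female-higher probes minus that of male-higher probes. The probes were those called and at least 2-fold different in the same direction at both stage 2 and stage 3, in a fit of the St2 and St3 gonads alone, so that the stage 1 and stage 0 gonads had no part in choosing them. The principal component analysis (PCA) used probes centred and not scaled, and probes with no missing value (23115). Probes named in the text are 10 accessions that the study names, of which 9 are on the array (AB122066 was not matched), and for 4 comparisons the 2 called probes with the largest and the 2 with the smallest log2 difference, among those whose groups did not overlap and which were well above background and not saturated on every array of both groups. None of the array's accessions matched the RefSeq gene table (0 matched), so probes are given by accession, with the name the study uses for the listed ones. No genome position is given.

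The fits were tested on simulated data, drawn around the normalized and filtered values, with 200 of 10000 probes changed by log2 2. For the sexes at stage 2, 68% of the changed probes were recovered with 11 false calls. Recovery was 73% with 6 false calls for oocytes against stage 3 female gonads, 37% with 8 for the pools of the 2 sites, 47% with 2 for pools against individuals, and 45.5% with 3 for LQ against HQ. The direction was right for 100% of the changed probes called. This simulation replaced a first version, drawn around values before normalization and filtering, after that version recovered none of the changed probes in the small comparisons.

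The number of arrays, 3 to 8 per group, limits the precision. The arrays lay on 14 slides scanned in 7 sessions. The stage 3 females were on 3 slides that held no other individual gonad (0 slides shared), scanned in sessions 1 and 2. The other individual gonads were on 8 slides, scanned in sessions 3, 4 and 5. All 4 St1M were scanned in session 3, while St1F had 1 array in session 3, 2 in session 4 and 1 in session 5. That last array (St1F replicate 1) was alone on its slide, as was Baie des Veys pool c in session 6, so a fixed block leaves them without weight. At stage 2 each sex had 2 arrays in session 3 and 2 in session 4. The oocytes were on 2 slides of session 7. Each individual gonad has a code with a letter whose meaning the labels do not give. The letters were A (6) and B (2) in St0, C in all stage 1 gonads, E in St2F, D in St2M, F in St3F, and E (2) and F (2) in St3M. The letter thus parted the sexes at stage 2 and the groups of every step between successive stages.

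The comparisons, the main settings, the rule for named probes and most alternatives were fixed before the data were examined. The alternatives were the array median or quantile normalization in place of the 75th percentile, normexp background correction with an offset of 50, the deposited processed values, no filter, other thresholds, the methods' tests, other sets of samples in the fit, slide as a block, and leaving out each sample in turn. Scan session as a block was added after the layout of slides and sessions was seen. Most alternatives for the stage 0 correlation, and those for the listed and named probes, were also chosen after seeing the data. Gonads of triploid oysters, on which the study also reports, were not analysed here.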

Results

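Expression was measured in 45 samples of oyster gonad and oocytes on 1-colour arrays of 31918 EST probes. Among the 32 individual gonads, 72.0% ± 2.9 (SD, n = 32) of the probes were well above background. The 75th percentile of the processed intensity in these gonads was 672 ± 165 (SD, n = 32), and ranged from 367 to 1084. In the 7 stripped oocyte samples 67.6% ± 8.4 (SD, n = 7) of the probes were well above background, with a 75th percentile of 271 ± 42 (SD, n = 7). Correlations between arrays of 1 group had medians from 0.898 in St0 to 0.966 in the Locmariaquer pools, against a median of 0.815 between arrays of different groups. The closest pair of arrays was Baie des Veys pools a and b (r = 0.969), and no pair of arrays was identical.

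The first question was how the gonads of the 4 stages and both sexes are placed relative to each other. In the PCA of the 32 gonads PC1 held 27.0% of the variance and PC2 held 11.8%. Stage accounted for 79.8% of the variance of the PC1 scores. Sex accounted for 67.1% of the variance of the PC2 scores over stages 1 to 3. Mean PC1 scores were -101 ± 19 (SD, n = 8) in St0, -31 ± 24 (SD, n = 4) in St1F, 83 ± 42 (SD, n = 4) in St2F and 168 ± 17 (SD, n = 4) in St3F. In males they were -77 ± 13 (SD, n = 4) in St1M, -5.2 ± 22 (SD, n = 4) in St2M and 64 ± 33 (SD, n = 4) in St3M. On PC2 the most distant groups were St3F at 68 ± 12 (SD, n = 4) and St3M at -127 ± 13 (SD, n = 4). Scan session accounted for 46.2% of the variance of the PC1 scores, and session and stage overlap in this design. The share of PC1 moved most when probes were not centred, to 88.1%.

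**Figure D1:**
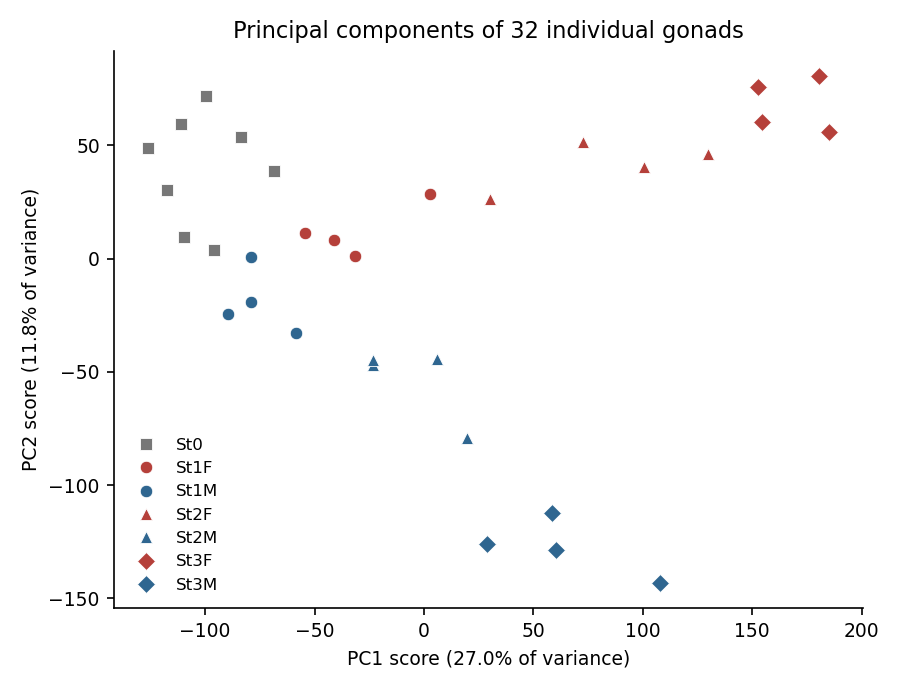
Scores of the 32 individual gonads on PC1 (horizontal) and PC2 (vertical), in units of log2 signal summed over probes. Each point is 1 gonad, with colour for sex and shape for stage, and the St3F and St3M gonads lie at opposite ends of PC2 (means 68 and -127).

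The moderated F-test over the 7 groups called 3827 of 23521 probes, or 16.3%. The count was most affected by the threshold, with 15441 probes at a Benjamini-Hochberg adjusted p under 0.05.

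Sex-specific expression was compared within each stage. At stage 1, 145 of 23521 probes differed between the sexes, 88 higher in females and 57 higher in males. Sex and scan session were nearly parted at this stage. With session as a fixed block 53 probes were called, 50 of them among the 145, and with slide as a fixed block 17, all 17 among the 145. Leaving out St1F replicate 1, the only array of session 5, gave 62, of which 55 were higher in females and 7 in males. Without St1M replicate 1 the split was 67 to 7, with session as a block 44 to 9, and with all 45 arrays in the fit 91 to 93. The male-higher calls at this stage thus depended on single arrays and on the fit. At stage 2, where the sexes were evenly spread over sessions 3 and 4, 2166 probes were called, 1416 higher in females and 750 in males. The letter of the individual code parted the sexes here, so that sex and whatever the letter stands for cannot be told apart within this stage. This count was 2269 with session and 2436 with slide as a block, and 1430 without St2F replicate 2. At stage 3, 6986 probes were called, 3527 higher in females and 3459 in males. With slide as a random block it was 6776, with session 6568, and with only the letter F (4 females and 2 males) 4864. The St3F arrays shared no slide or session with the St3M arrays, so that a fixed block could not be fitted. The even split by direction at stage 3 held for the 75th percentile (50.5% higher in females), and with the array median it was 65.0%.

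**Figure D2:**
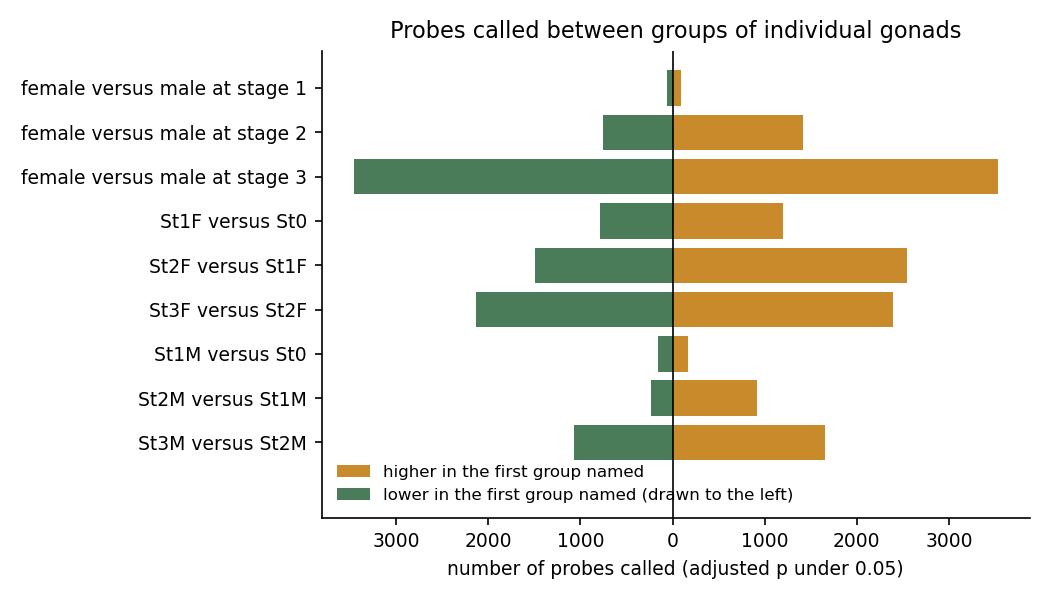
Number of probes called between groups of individual gonads by limma (horizontal, Benjamini-Hochberg adjusted p under 0.05), with bars to the right for probes higher in the first group named and to the left for probes lower in it. The sexes differed at 145 probes at stage 1, 2166 at stage 2 and 6986 at stage 3.

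The change of the sex difference itself between stages 1 and 3 was tested as an interaction. It was called for 3393 probes, 1816 with a larger female minus male difference at stage 3 and 1577 with a smaller one. Of the 145 probes called at stage 1, 129 were also called with the same sign at stage 2 and 0 with the opposite sign, and 97.2% had the same sign at stage 3. Of the 6986 called at stage 3, 82.0% had the same sign at stage 2 and 62.6% at stage 1. Both stages 2 and 3 called 1520 probes with the same sign and 30 with opposite signs.

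Over all 23521 probes tested, the sexes did not overlap for 5.08% at stage 1, 14.8% at stage 2 and 31.7% at stage 3, where chance gives 2.86%. The probes with the largest differences at stage 1 were FP089838 (4.54 ± 0.80 in St1F and -3.98 ± 1.49 in St1M, SD, n = 4 each) and AM866691 (4.36 ± 0.83 and -3.90 ± 0.39, SD, n = 4 each). Those lowest in females were FP000648 (-3.18 ± 1.28 and 2.98 ± 1.97, SD, n = 4 each) and AM860698 (-4.33 ± 0.66 and 1.68 ± 2.30, SD, n = 4 each). With slide as a block AM866691 stayed called, and FP089838, FP000648 and AM860698 did not. FP000648 and AM860698 also fell short of the threshold without St1F replicate 1. At stage 2 CU991121 differed most, with 5.10 ± 0.49 in St2F and -4.92 ± 0.32 in St2M (SD, n = 4 each). AM865814 was lowest in females, at -4.43 ± 0.44 against 3.21 ± 2.24 in St2M (SD, n = 4 each), with St2M replicate 3 at -0.13. CU994886 was also lower in St2F (-3.32 ± 2.89 against 3.22 ± 1.56, SD, n = 4 each). At stage 3 FP000833 (6.32 ± 0.47 in St3F and -3.60 ± 0.22 in St3M) and AM865235 (5.57 ± 0.29 and -4.29 ± 0.50) were highest in females, and FP011734 (-4.31 ± 1.09 and 6.20 ± 0.25) and AM857898 (-4.62 ± 0.98 and 5.42 ± 0.65) highest in males (SD, n = 4 each).

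The probes the study names were examined in the same fit. The study measured these genes in a set of gonads that included these, and does not state how all of them were chosen. The count adjusted over the list alone is thus not taken as independent evidence. Of the 9 probes on the array, 3 were called between the sexes at stage 1 over all probes and 4 adjusted over the list alone. At stage 2 these counts were 8 and 8, and at stage 3 they were 9 and 9. With slide as a block 0 of the 9 were called at stage 1. AM860211 (forkhead box L2) was higher in females, by 2.44 at stage 1 (SE 0.64, limma adjusted p 0.0820, not past the threshold), 4.46 at stage 2 (SE 0.64, adjusted p 1.47e-05) and 5.84 at stage 3 (SE 0.64, adjusted p 3.07e-08). FP010320 (similar to parathyroid hormone receptor) was higher in females by 2.93 at stage 1 (SE 0.57, limma adjusted p 0.00886) and fell short of the threshold without St1F replicate 1 and with only the groups compared in the fit. Its differences were 5.19 at stage 2 and 6.14 at stage 3. DV736924 and AM858268, both unannotated, were higher in females at stage 1 by 7.60 (SE 1.19) and 8.05 (SE 1.28), and were not called there with slide as a block. DV736924 was saturated on 1 of the 4 St1F arrays, and AM858268 was well above background on 2 of the 4 St1M arrays, so that the sizes of these differences are inexact.

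AM858268 was not well above background on any St2M or St3M array. By group means it was thus at least 195-fold higher in St2F and at least 136.56-fold higher in St3F. Such bounds set the bright group's mean against, per array, the lowest signal of a probe well above background or the probe's own signal, whichever was higher. AM868677 (catenin beta) was saturated on all 4 St3F arrays, so its log2 difference from St3M of 3.09 is a lower bound. Males were higher for 4 probes at stage 3. AM860913 (DSX) did not differ at stage 1 (log2 difference 0.21, limma adjusted p 0.951), and was lower in females by log2 -3.93 at stage 2 and -5.99 at stage 3. AM867021 (ELAV-4) behaved alike, with -1.89 at stage 2 and -3.90 at stage 3. CU991158 (unannotated) gave -1.69 and -3.41. ES789247 (enkurin) was called at stage 3 only, at -4.55, and the interaction was called for it (limma adjusted p 2.59e-06).

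**Figure D3:**
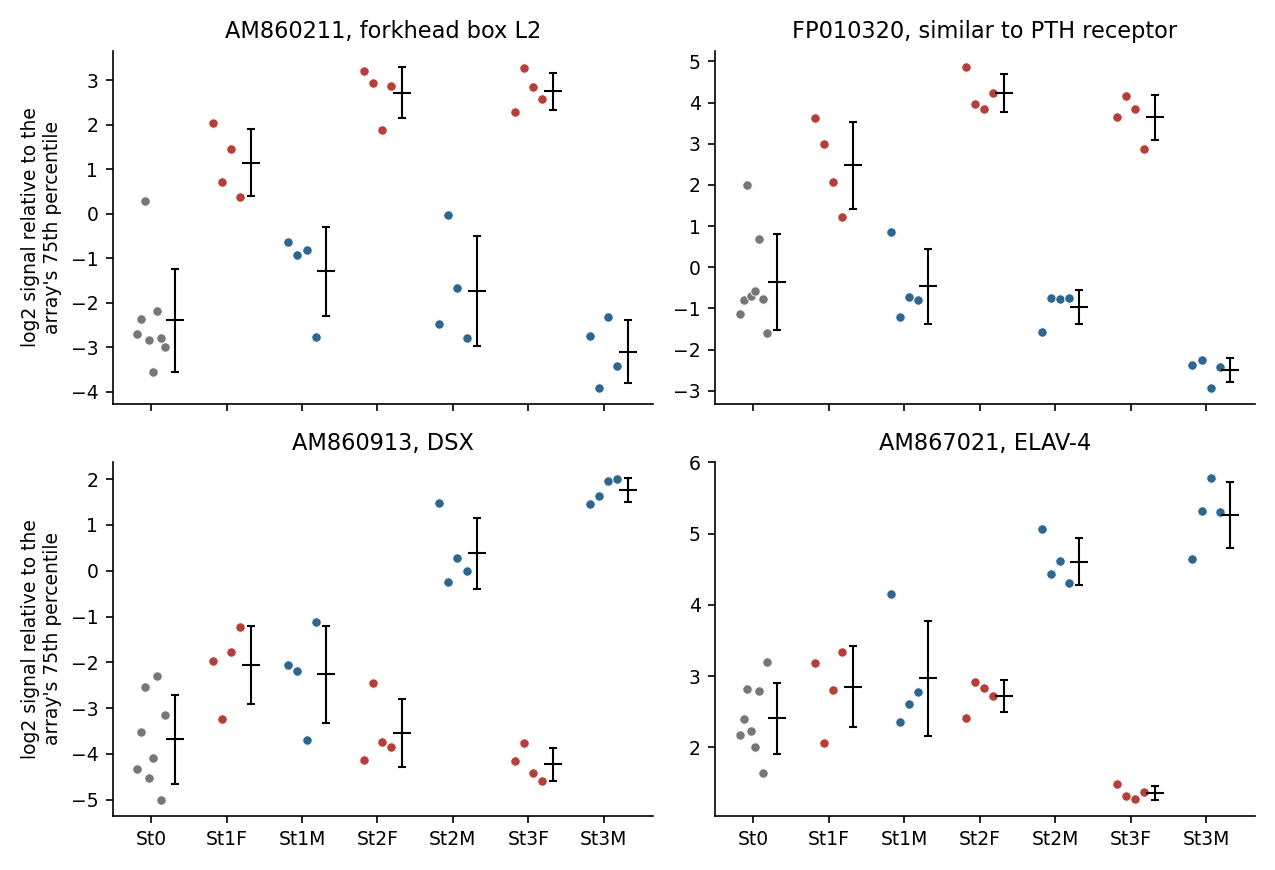
Log2 signal relative to the array's 75th percentile (vertical) of 4 listed probes in the 7 groups of individual gonads (horizontal). Points are gonads, and the bars beside them give mean and SD. AM860211 and FP010320 were higher in females at stages 2 and 3, and AM860913 and AM867021 in males.

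Successive stages were compared within each sex. From St0 to St1F 1985 probes were called, 1196 higher and 789 lower in St1F. This count fell to 766 with scan session and 412 with slide as a block, and to 759 without St1F replicate 1. From St1F to St2F 4036 were called, 2545 higher and 1491 lower, and 9374 under the normexp background correction. It was 2459 without St2F replicate 2. From St2F to St3F 4523 were called, 2392 higher and 2131 lower. These groups share no slide or session, and without St2F replicate 3 the count was 2734. In males 327 probes were called from St0 to St1M, 173 higher and 154 lower, with 180 when session was a block and 100 without St1M replicate 2. From St1M to St2M 1150 were called, 922 higher and 228 lower, with 192 when slide was a block and 559 without St2M replicate 1. From St2M to St3M 2725 were called, 1653 higher and 1072 lower, and 1684 without St3M replicate 3. The share of higher probes from St0 to St1M was 52.9% and changed to 33.5% with the array median, so no prevailing direction can be given for it.

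Whether sex can be read in early gonads was tested with the sex score, which used 818 female-higher and 274 male-higher probes chosen on stages 2 and 3. The score was 1.15 ± 0.48 (SD, n = 4) in St1F and -0.48 ± 0.11 (SD, n = 4) in St1M. The difference was 1.64 (two-sided exact permutation test, p = 0.0286, the smallest the 70 assignments allow). All 4 females lay above all males. In session 3, the only session with both, the St1F array had 1.28 and the 4 St1M arrays lay between -0.61 and -0.35. The St0 gonads had scores of 0.24, 0.27, 1.12, 0.67, 0.63, 0.59, 0.44 and 0.27 for replicates 1 to 8, all above the St1M gonads. The St0 means were 0.40 (n = 4) in session 3 and 0.66 (n = 4) in session 4. No stage 0 gonad is assigned a sex. Across the 8 St0 gonads the mean of the female-higher probes was not related to that of the male-higher probes (Pearson r = 0.16, exact permutation p = 0.719; Spearman rho = 0.26, exact permutation p = 0.536). Both p-values adjusted for the 2 coefficients were 0.719. Without the 2 gonads farthest from the median of the female mean (replicates 3 and 4) r was 0.55 (n = 6, exact permutation p = 0.257). Without replicate 3 alone r was 0.80 (exact permutation p = 0.0313), and without replicate 4 alone it was -0.29, so the value rests on single gonads. With both means centred within scan session r was 0.30 (exact permutation within sessions, p = 0.644) and rho was 0.40 (p = 0.420, exact permutation), both adjusted to 0.644. This was chosen after seeing the data.

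**Figure D4:**
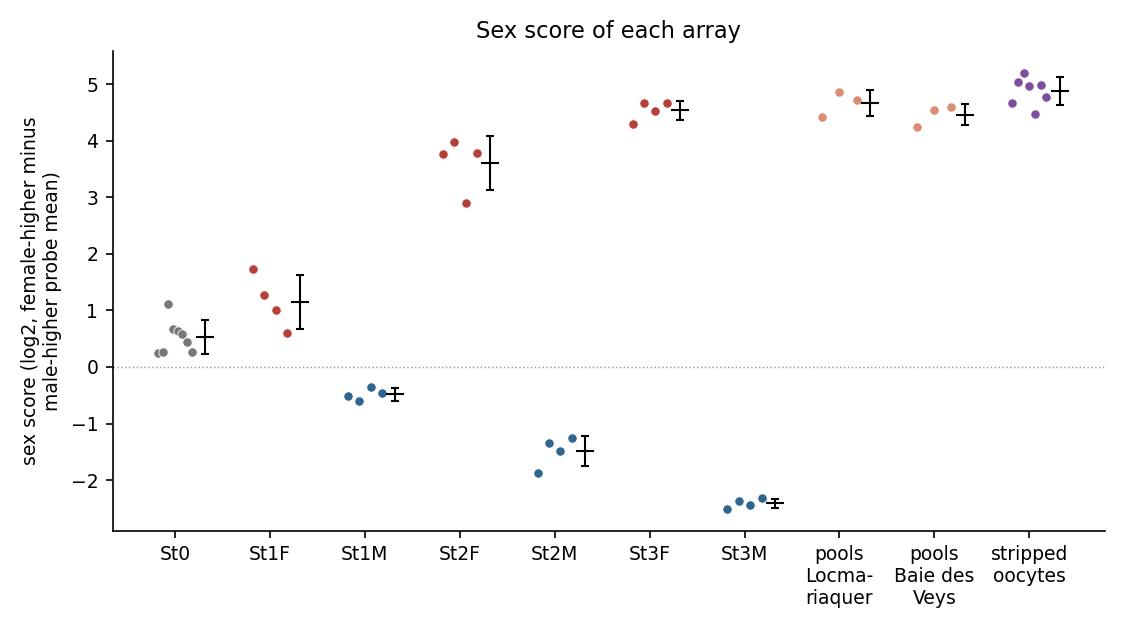
Sex score of each array (vertical, log2, mean of female-higher minus mean of male-higher probes) by group (horizontal). Points are arrays, and the bars beside them give mean and SD. The probes were chosen on St2 and St3 gonads, whose separation is therefore built in, and the St1F gonads (0.60 to 1.73) lie above the St1M gonads (-0.61 to -0.35).

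Stripped oocytes were compared with stage 3 female gonads to place expression in the oocyte or in the rest of the gonad. Material, site, slide and session were confounded here. Of 21419 probes 12888 were called, 8068 higher and 4820 lower in oocytes, and the median over all probes was 0.36 higher in oocytes. This shift was 0.23 with the array median and 0.22 with quantile normalization. It was larger with normexp (0.61) and with no filter (0.86), so its size depends on the processing. Over all probes tested, 44.0% did not overlap, where chance gives 0.606%. FP004296 (2.71 ± 1.84 in oocytes, SD, n = 7, against -4.22 ± 0.73 in St3F, SD, n = 4) and FP006159 (5.23 ± 0.60, SD, n = 7, against -1.18 ± 0.51, SD, n = 4) were highest in oocytes. FP004521 (-4.07 ± 0.53, SD, n = 7, against 5.35 ± 0.34, SD, n = 4) and AJ565650 (-3.55 ± 0.32, SD, n = 7, against 5.73 ± 0.51, SD, n = 4) were lowest. Of the female-higher probes of stage 2 tested in oocytes, 514 of 1397 were higher and 365 lower in oocytes than in St3F. Of the male-higher ones 123 of 640 were higher and 265 lower. Of the probes not called at stage 2, 37.1% were higher and 22.1% lower. Female-higher probes, at 36.8% and 26.1%, were thus not more often higher in oocytes than these. As a set, the female-higher probes of the sex score still kept a high signal in oocytes. Their mean was 1.499 to 1.749 in the oocyte samples, 1.561 to 1.879 in St3F and -1.38 to -1.24 in St3M. The shares against St3F thus do not place female-higher expression outside the oocyte. AM860211, at 2.75 ± 0.42 in St3F (SD, n = 4), was well above background in 2 of the 7 oocyte samples, and FP010320, at 3.64 ± 0.55 (SD, n = 4), in 2 of 7.

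Pools of stage 3 females were compared between the sites named in their titles. Of 22406 probes 114 were called, 36 higher and 78 lower in Baie des Veys. Without Baie des Veys pool c, which was scanned apart in session 6, the count was 674 and the prevailing direction turned, with 451 higher and 223 lower in Baie des Veys. Without Locmariaquer pool b it was 35, with 5 higher and 30 lower. With session as a block, which gives pool c no weight, it was 494, with 269 higher and 225 lower. No prevailing direction can be given for the sites. The Locmariaquer pools and the individual St3F gonads differed at 0 of 22029 probes with limma, with 492 at an unadjusted p under 0.05 where chance gives 1101. The methods' t-test also called 0, and 24 were called by limma without Locmariaquer pool a. Over the probes called between the sexes at stage 3, the pools kept from 83.6% to 112% of the difference between St3F and St3M. All pools but Baie des Veys pool c shared slides and sessions with the St3F arrays, on which these probes were called. A difference due to slide or session would thus be kept too, and these shares do not part it from sex.

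The LQ and HQ oocyte samples differed at 1 of 19240 probes with limma, and 816 had an unadjusted p under 0.05 where chance gives 962. The count was 106 when all 45 arrays were in the fit, and 14 without oocyte replicate 2.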

Values the study reported

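The study used an array with 31,918 ESTs. For the gonads of diploid oysters it cited an earlier analysis that had found 2,482 genes changing in expression as the gonad develops. In its PCA of 67 diploid and triploid gonads PC1, which it related to the stage of mitosis, held 89.8% of the variance. PC2, which the study related to gonad stage, held 1.43%, and PC4, which it related to sex, held 0.70%.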

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

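The tests of the detrending, of slide and session for the sex difference at stage 1 of the calls shared with stage 2 and of the rest with session as a block, and the second draw of splits for the interaction, were chosen only after the results were seen. The limits used to read the oocyte values, and the comparison of replicate 5 with each other sample on the same probes, were also set after the values were seen. Of 140 groups of 4 to 10 samples examined for a sample far from the others, 10 had one, where chance gives about 7, so single values below carry little weight.

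The sex difference changed between stages 1 and 3 at 3393 probes by limma's interaction test. Chance is not firmly excluded. In a first draw of 100 splits, in which splits could repeat, 5 gave as many probes, the real one included. In a second draw of distinct splits, made after the first was seen, 4 of 100 did. All 4 kept the real sexes at stage 3, and 0 of the others reached the count, so these splits mainly ask whether the stage 3 sexes matter. Slide and scan session were weighed with stage 2, where the sexes were balanced over sessions. Of the 145 probes called at stage 1, 129 were also called with the same sign at stage 2 and 0 with the opposite sign, where 8.71% of the other probes were called at stage 2. In a fit of the stage 2 gonads alone 121 were called with the same sign, and no other of the 70 assignments of these gonads gave more than 2. This argues against session as the whole cause for those 129 probes. With scan session as a block 48 of the 129 stayed called and 81 did not, so session as part of the cause stays open. Of the remaining 16, 2 were called with scan session as a block, and for the other 14 session stays open. Of the 6986 probes called at stage 3, 1520 were also called with the same sign at stage 2 and 30 with the opposite sign. In the stage 2 gonads alone 711 were called with the same sign, and no other assignment gave more than 9, with the same limit as above. Of the 6986, 22.2% were called at stage 2 in either direction, against 3.73% of the other probes. With the balance at stage 2, this argues against the slides and sessions of the St3F arrays as the whole cause for those 1520. For the other 5466 they cannot be told apart from sex. The letters of the individual codes part the sexes at stage 2 (E for St2F, D for St2M), so what they stand for could add to the calls there. All stage 1 gonads have the letter C, so the letter does not part the sexes there. The shares with the same sign at stage 2, called or not, were 94.5% for stage 1 and 82.0% for stage 3 and decide nothing, because such probes vary together and other assignments gave up to 96.6% and 83.8%. The female pool scanned in session 6 kept 97.1% of the stage 3 difference, but as 1 array it decides nothing. A change of sex-specific expression with maturation stays open as the biological explanation.

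Oocyte replicate 5 had 85.7% of probes well above background, where the other 6 oocyte samples had 62.5% to 69.6%. AM860913 was at -4.95 there against -6.93 to -6.15, but it was well above background in 0 of the 7 oocyte samples, so these values compare the arrays' background and not expression. Gonad tissue among the oocytes as the whole cause is argued against. Of the probes seen in no St3F gonad and no other oocyte sample, 53.1% were well above background in replicate 5. Each other sample was set beside replicate 5 on the same probes, chosen without either of them. Of the probes seen in no St3F gonad and none of the 5 remaining oocyte samples, the other samples had 1.57% to 6.77% and replicate 5 had 53.1% to 55.2%. Of those seen in all St3F gonads and none of the 5, the other samples had 4.80% to 23.6% and replicate 5 had 54.5% to 58.0%. Multiplicative detrending stays open. The other detrended arrays reached 69.6% at most, but all 3 detrended arrays (65.9% to 85.7%) lay above the 4 others (62.5% to 63.7%). A hybridisation or scan difference of this array may also remain, and no test bore on it. The design names no biological explanation apart from the HQ letters, which replicate 5 shares with 3 others.

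St0 replicate 7 had a 75th percentile of 978, against 605 to 772 in the other St0 gonads. Each array is scaled by this value, and the share of probes well above background there was 72.6%, inside the range of the group. Without it the count from St0 to St1F was 2482, and from St0 to St1M 544. No explanation was tested.

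St2M replicate 1 had a PC2 score of -79 (others -47 to -44) and a FP010320 signal of -1.58 (others -0.77 to -0.74). Both lie toward the St3M gonads, as does its sex score of -1.87, the lowest of the group. Without it 559 probes were called from St1M to St2M. No explanation was tested, and a difference in maturation within stage 2 stays open.

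St0 replicate 3 had an AM860211 signal of 0.28, against -3.54 to -2.18 in the other St0 gonads. The same gonad had the highest values of the group for FP010320 (2.01), DV736924 (5.65), AM858268 (2.61) and the sex score (1.12). No explanation was tested.

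For the remaining single values no explanation was tested. St1M replicate 4 was low for AM860211 (-2.77, others -0.93 to -0.64) and high for AM868677 (4.41, others 4.26 to 4.28). St2F replicate 3 was high for ES789247 (2.15, others 0.95 to 1.13). St2M replicate 3 was low for AM865814 (-0.13, others 4.09 to 4.67).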

How the results depend on the processing

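Scan session as a block, all alternatives for the listed and named probes, and those for the stage 0 correlation other than the fold minimum and the letter were chosen after seeing the data. No named probe and no single tested value changed direction past its threshold under the alternatives run. The prevailing direction of calls turned for the pool sites, from 31.6% higher in Baie des Veys to 66.9% without pool c and 54.5% with scan session as a block. From St0 to St1M it turned from 52.9% higher to 33.5% with the array median, 40.6% with normexp and 46.3% with quantile normalization. It also turned from St2F to St3F, from 52.9% to 47.9% with normexp. For the sexes at stage 1 it went from 60.7% higher in females to 49.5% with all 45 arrays in the fit. Where a count moved by over 1.5 times the cause was not tested, except that a stricter threshold on the same test calls fewer probes by construction.

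A Bonferroni adjusted p under 0.01 gave 33 probes for the sexes at stage 1, 287 at stage 2 and 1350 at stage 3, and 503 for the interaction. It gave 66 from St0 to St1F, 148 to St2F and 225 to St3F, and in males 8, 73 and 371. Oocytes against St3F gave 1103 and the pool sites 2. The F-test called 15441 at a Benjamini-Hochberg adjusted p under 0.05, and the methods' one-way ANOVA 15161 at that threshold.

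The methods' t-test with Bonferroni adjustment called 0 probes between the sexes at stage 1, 17 at stage 2 and 153 at stage 3. It called 0, 0 and 2 for the successive female steps, 1, 1 and 11 for the male ones, 664 for oocytes against St3F, 0 for the pool sites and 0 for LQ against HQ. After Benjamini-Hochberg adjustment it called 6 at stage 1 and 795 at stage 2, 883, 1581 and 1943 for the female steps, 10, 85 and 1446 for the male ones, 1 for the pool sites and 0 for LQ against HQ.

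With only the groups compared in the fit, counts were 1194 for the sexes at stage 2, 1228, 2552 and 2967 for the female steps and 32, 369 and 1787 for the male ones. With all 45 arrays in the fit, pools against individuals gave 1 and LQ against HQ 106.

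Slide as a fixed block gave 17 for the sexes at stage 1, 412 from St0 to St1F, 192 from St1M to St2M and 546 for the pool sites, and 0 listed probes at stage 1. Scan session as a fixed block gave 53 for the sexes at stage 1, 766 from St0 to St1F, 180 from St0 to St1M and 494 for the pool sites. The sexes at stage 3, the interaction and the step from St2F to St3F kept their counts within 1.5 times under slide and under session as a random block, and oocytes against St3F did under slide. A random block does not remove a difference parted wholly by session.

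The pool letter as a replicate block gave 349 for the pool sites. Deviations of same-lettered pools correlated at 0.230 for letter a and -0.041 for letter b. Pools of different letters were not set beside these values, so whether the letters pair the pools is not decided. No other groups compared share replicate letters, and replicate numbers given in order pair nothing.

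Normexp gave 9374 from St1F to St2F, 0 for LQ against HQ and 30.5% for PC1. Quantile normalization gave 62 for the pool sites and 5 for LQ against HQ, the array median 2 for LQ against HQ. No filter gave 59 for the pool sites and 22.7% for PC1, and probes not centred 88.1%.

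The share of calls in the higher direction moved by over 10 points for some comparisons. With the array median it went from 50.5% to 65.0% for the sexes at stage 3, from 52.9% to 75.9% from St2F to St3F, from 52.9% to 33.5% from St0 to St1M (but 78.1% with only the groups compared in the fit, 73.1% without St1M replicate 3 and 66.7% with scan session as a block), and from 60.7% to 72.6% from St2M to St3M. With normexp it went from 63.1% to 84.5% from St1F to St2F, from 52.9% to 40.6% from St0 to St1M, from 62.6% to 74.7% for oocytes, and from 31.6% to 16.4% for the pool sites, which had 21.0% under quantile normalization. With no filter the share for oocytes was 74.5%. A Bonferroni adjusted p under 0.01 left 100% higher in females for the sexes at stage 1 and 86.8% at stage 2. It left 100%, 95.9% and 88.9% higher in the later stage for the female steps, 100%, 98.6% and 93.3% for the male ones, and 0% higher in Baie des Veys for the pool sites. LQ against HQ, and the methods' t-test for several steps, had too few calls for a share. For the sexes at stage 1 the share higher in females was 60.7%, and ranged from 50.5% (without St1M replicate 4) to 90.5% (without St1M replicate 1) when 1 sample was left out. It was 49.5% with all 45 arrays in the fit. The median difference over all probes was -0.08 for the sexes at stage 3 and -0.10 from St2F to St3F, and 0.12 and 0.17 with the array median, so directions of small changes there depend on the scaling.

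Leaving out 1 sample at a time gave 3203 to 3834 for the F-test. The sexes gave 62 (without St1F replicate 1) to 196 at stage 1, 1430 (without St2F replicate 2) to 2722 at stage 2 and 5861 to 6543 at stage 3, and the interaction 2854 to 3268. The female steps gave 759 (without St1F replicate 1) to 2482, 2459 (without St2F replicate 2) to 4934 and 2734 (without St2F replicate 3) to 4523. The male steps gave 100 (without St1M replicate 2) to 544 (without St0 replicate 7), 559 (without St2M replicate 1) to 1319 and 1684 (without St3M replicate 3) to 2930. Oocytes against St3F gave 11642 to 12853, the pool sites 35 (without Locmariaquer b) to 674 (without Baie des Veys c), pools against individuals 0 to 24 (without Locmariaquer a), and LQ against HQ 2 to 14 (without replicate 2). PC1 held 25.03% to 27.5%, the sex score difference was 1.43 to 2.24, and the stage 0 correlation was -0.29 (without replicate 4) to 0.80 (without replicate 3, exact permutation p = 0.0313, past the threshold). The listed probes called were 2 to 3 at stage 1, 8 to 8 at stage 2 and 9 to 9 at stage 3.

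For single probes 617 values under the alternatives kept direction and side of the threshold, 20 fell short of it and 1 passed it newly. All of these that changed concern the sexes at stage 1. Signal over background limits the probes that are dim in 1 group. A lower bound is given where no array of the group was well above background. Where only some were, as for AM858268 in St1M, the difference is inexact.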

Other observations

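Among the tests below, that of scan session was chosen after the layout of slides was seen. The other tests were planned.

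Other splits of the same samples were fitted for each comparison. For the F-test, 1 of 100 splits gave as many probes, the real one included, and likewise 1 of 35 for the sexes at stage 1, at stage 2 and at stage 3. The same held for the steps within each sex, with 1 of 100 for those from St0 and 1 of 35 for the others, and for oocytes against St3F with 1 of 100. No other split drawn reached the real count, which argues against chance alone as the source of those counts. It does not firmly exclude chance, because 1 of 35 is the smallest share that 35 splits allow. The shares were also not adjusted for the number of comparisons. From St0 only 100 of 495 possible splits were drawn, and another split of St0 and St1F called 1105 probes. None of this bears on slide or session. The 6 pools make 10 splits, of which 1 gave as many probes, and such a design cannot exclude chance. For LQ against HQ 27 of 35 splits gave as many, so chance is not excluded. For pools against individuals the count was 0, so that all 35 splits had to give as many, and this says nothing about chance.

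Scan session itself left a mark. Among the 27 gonads of sessions 3 and 4 outside St3F, 1986 of 22812 probes differed between the sessions by limma with group in the model, and 1 of 100 reassignments of session within groups gave as many, the real one included. What else differed between the sessions is not known here, so no cause is given. The step from St2F to St3F lies across sessions in every array. Its 4379 calls with slide as a random block leave session and maturation as explanations that cannot be told apart.

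PC1 held 27.0% of the variance here. That is lower than the value quoted from the study above. The study related its PC1 to the stage of mitosis, with the extremes at stages 1 and 3. Here the groups with the most distant PC1 means were St0 and St3F, so the shares of PC1 need not belong to like axes. PC2 held 11.8% here. That is higher than the value quoted from the study above, but the study related its PC2 to gonad stage. Here stage accounted for 16.1% of the variance of the PC2 scores, and sex for 67.1% over stages 1 to 3. The shares of PC2 thus belong to different axes and are not like quantities. The gonads were not the same set, and without centring of the probes PC1 held 88.1%. The F-test called 3827 probes here. That is higher than the value quoted from the study above.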
